A study of Homo sapiens with 4 samples. Its data were reported in "m6A mRNA methylation by METTL14 regulates early pancreatic cell differentiation" (2024).

How the data were processed

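Enhanced crosslinking and immunoprecipitation (eCLIP) was carried out with an antibody against METTL14 in EndoC-βH1 cells, a human β-cell line derived from fetal pancreas. METTL14 is a subunit of the complex that writes N6-methyladenosine (m6A) on RNA. In eCLIP, ultraviolet light crosslinks proteins to the RNA they touch, the RNA is fragmented, the protein is pulled down with its RNA (IP), and the recovered fragments are sequenced beside a size-matched input, which holds fragments of the same size range from the same lysate without the pull-down. The labels give 4 libraries, 2 METTL14 IP and 2 input, with replicate numbers 1 and 2 in each group. The analysis started from 2 peak lists, each made from the IP and the input with the same replicate number.

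Per the methods of the study, the authors mapped the reads with a published eCLIP pipeline, binned them into 200-bp bins, kept the bins with reads, and ran the peak caller Piranha. Its model was a negative binomial regression without zeros, in which the input count of a bin sets the IP count to be expected there, and bins whose IP count lay above it were called. Peaks were called on each replicate separately. The threshold was a p-value of 0.05, and every listed p-value lay below it. Neighbouring bins were joined into longer peaks. The signal the authors deposited for each peak is the IP coverage, in reads per bin, and for a joined peak it is a mean over its bins. The p-value of each peak is the deposited value of the authors' peak caller. The last deposited column is the natural log of the input reads per bin. In all single-bin peaks the IP value was a whole number. The exponent of this log was whole up to a small deviation, such as 16.9999, which identified both as read counts. For joined peaks the log behaved as a mean of logs, so the input of a joined peak was taken as a geometric mean while its IP value is an arithmetic mean, and a ratio over unequal bins is then too high. Ratios were therefore also computed over single-bin peaks. None of these values was scaled for library size, and the totals of the libraries were not used here, so the sequencing depth is unknown. Intervals given for shares cover counting error only.

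All peaks were listed on the plus strand, so strand was not used and overlapping genes on opposite strands could not be separated. The genome build was read from the scaffold names in the lists, which are those of GRCh38. Genes came from the RefSeq gene table of GRCh38.p14, with 59716 genes that have a position, of which 20050 are protein coding. On the chromosomes, 98.3% of replicate 1 peaks and 97.5% of replicate 2 peaks overlapped a gene span, against 56.3% and 56.4% of equally long intervals placed at random on the same chromosomes. Exon positions, transcript ends and genome sequence were not used here, so the share of peaks per transcript region, the distance to stop codons and the density of the m6A sequence motif, which had been planned, were not computed.

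Shared regions were the merged peaks of both lists that overlapped by at least 1 bp. Counts of a region are means over its peaks weighted by their bins, and its p-value in a list is the smallest of its peaks there. A region was given to the overlapping gene with the largest overlap, or otherwise to the nearest gene within 5000 bp, as in the study. The overlap of the lists was tested by moving replicate 2 peaks at random within the merged gene bodies that held a peak, over 1000 shuffles. Correlations across regions were tested with 100000 permutations. The gene lists were fixed before the data were examined: 9 transcription factors of pancreas development named by the study, of which not all are reported by name here, 40 genes of β-cell identity and secretion, and 30 abundant housekeeping genes. Each was tested with Fisher's exact test, two-sided, against the other protein coding genes with a peak in either list, with Benjamini-Hochberg adjustment over the 3 lists. The named genes also followed a rule fixed before the data were examined: genes the study named or displayed for this assay (reported here for PDX1, PCNT, MNX1 and FOXA2), members of the transcription factor list with a peak, the 5 genes with the most shared regions, and the 5 shared regions with the smallest value of the larger of their 2 p-values. Small RNA genes, a class chosen after the values were seen, were the 3835 genes annotated as snoRNA, snRNA, miRNA, tRNA or another small noncoding class with a span of at most 500 bp.

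The alternatives tried were a p-value of at most 0.01, adjustment of the p-values within each list, removal of the mitochondrial genome and scaffolds, joining of peaks across gaps of 200 bp, an overlap of at least 50% of both peaks, a gap of up to 200 bp, shuffling over whole chromosomes, lists of equal length, other rules for naming genes, another background for the gene lists, and other measures of peak strength. Alternatives chosen after the data were seen are named as such in the closing section. The shuffling procedure was tested on simulated data: of 100 lists of the 3785 replicate 2 peaks within gene bodies, placed at random there, 2% passed a p-value of 0.05. The simulated lists were placed by the same rule as the shuffles, so this checks the computation only. It does not test the rule for peaks limited to bins with reads. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.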

Results

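To find RNAs bound by METTL14 in human fetal β-cells, the study performed eCLIP in EndoC-βH1 cells. The data comprised 2 METTL14 IP and 2 input libraries, and each IP was compared with the input of the same replicate number, giving 2 peak lists. The listed peaks of replicate 1 held 1045733 IP reads over 2962.6 kb, and those of replicate 2 held 1353883 IP reads over 1491.6 kb. Mitochondrial peaks accounted for 37.0% of the listed IP reads in replicate 1 and 34.8% in replicate 2. With 2 lists, differences between replicates were described and no spread between replicates was estimated for single peaks.

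The replicate 1 list contained 8143 peaks and the replicate 2 list 4054 peaks. A single 200-bp bin made up 64.7% of the peaks in replicate 1 and 66.6% in replicate 2. The median IP count was 18 reads per bin in replicate 1 (interquartile range 16 to 22.5) and 30 in replicate 2 (interquartile range 25 to 41). The median listed p-value was 0.00762 in replicate 1 and 0.0263 in replicate 2. At a p-value of at most 0.01, the setting that moved the replicate 2 list most, 4821 peaks (59.2%) remained in replicate 1 and 847 (20.9%) in replicate 2.

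To ask how far the IP exceeded its input in the peaks, the ratio of IP to input reads was computed without scaling for library size, so that its level is not comparable between replicates and a ratio of 1 does not mark the point of no enrichment. The median ratio was 0.833 in replicate 1 (interquartile range 0.610 to 1.18) and 1.92 in replicate 2 (interquartile range 1.56 to 2.90). The IP held fewer reads than the input in 5166 of the 8143 replicate 1 peaks (63.4%) and in 94 of the 4054 replicate 2 peaks (2.32%). Over single-bin peaks alone the medians were 0.836 and 1.85. Within each list the ratio fell as the input rose. In the lowest input quartile of replicate 1 the median ratio was 1.51, and in the highest it was 0.526. The corresponding medians in replicate 2 were 6.15 and 1.41. In 479 bins that were single-bin peaks of both lists, the median IP count was 19 reads in replicate 1 and 36 in replicate 2, whereas the median input count was 24 and 22 reads.

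**Figure D1:**
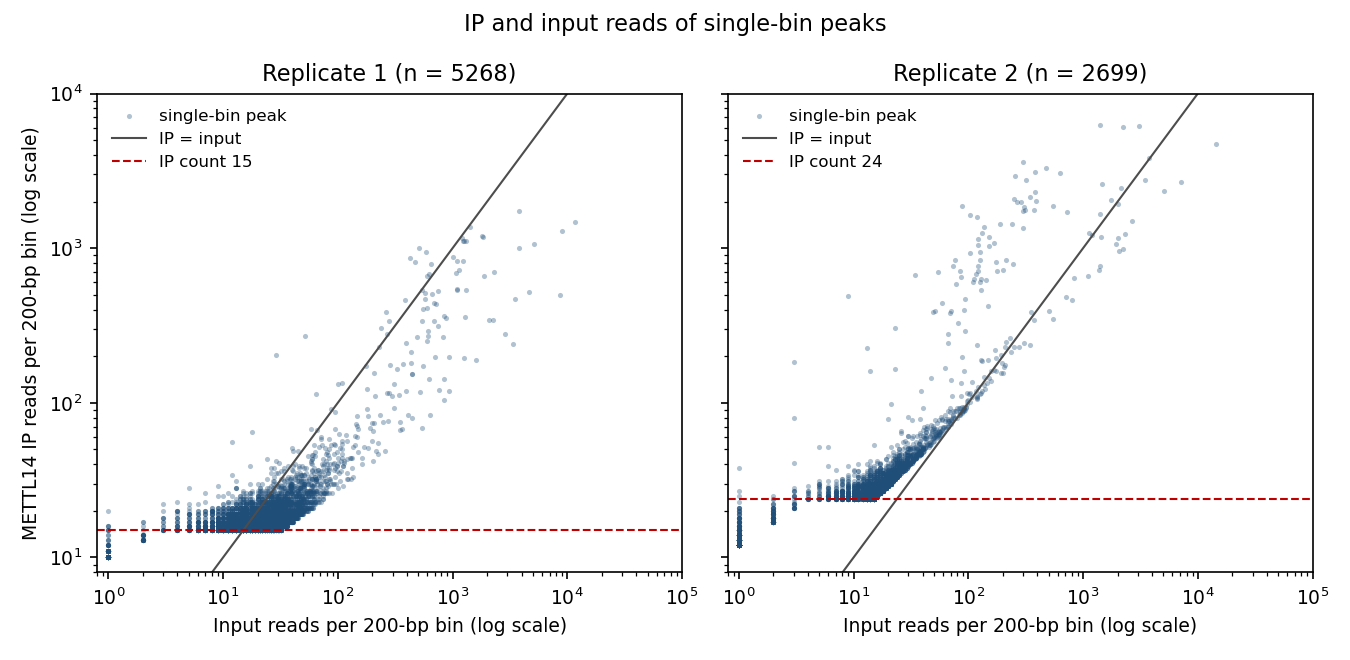
METTL14 IP reads against input reads per 200-bp bin, both on log scales, for the 5268 single-bin peaks of replicate 1 and the 2699 of replicate 2. Points are peaks, the solid line marks equal counts, and the dashed line marks an IP count of 15 in replicate 1 and of 24 in replicate 2, below which peaks were listed only at input counts of at most 2 and 3.

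To determine which peaks recurred, the lists were intersected. Of the replicate 1 peaks, 1963 (24.1%, 95% Wilson interval 23.19% to 25.05%) overlapped a replicate 2 peak, and of the replicate 2 peaks, 2049 (50.5%, 95% Wilson interval 49.0% to 52.1%) overlapped a replicate 1 peak. Merging them gave 1836 shared regions with a median length of 400 bp. When replicate 2 peaks were moved at random within gene bodies, a median of 519.5 replicate 1 peaks were overlapped (range 463 to 571 over 1000 shuffles), against 1807 observed among the peaks that lay within gene bodies. The observed overlap was 3.48 times the shuffled median (one-sided permutation p = 0.001, the smallest the shuffles can give). Moved peaks could fall where no reads lay, whereas listed peaks lie only in bins with reads. The excess therefore does not separate recurring binding from reads covering the same bins in both replicates. Moved peaks also left the 200-bp bins, which can raise the shuffled overlap. The stricter p-value of at most 0.01 changed the number of shared regions most, to 374.

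Peak strength was compared across the 1836 shared regions, which are not independent replicates. The IP counts of the 2 replicates correlated with a Spearman's rho of 0.790, and Pearson's r of the log counts was 0.972. The ratios of IP to input correlated less (rho = 0.570, r on the log scale = 0.530) and the input counts correlated most by rank (rho = 0.856, r on the log scale = 0.893). With the minus log10 of the p-value as strength, rho was 0.465. Each permutation p, two-sided, was 1e-05 for rho and r, the smallest that 100000 permutations can give, and the adjusted p over the 5 relations was 1e-05. In 891 of the shared regions (48.5%) the ratio was below 1 in replicate 1 and above 1 in replicate 2. The ratios were not scaled for library size, and the list medians, 0.833 and 1.92, already lie on either side of 1. This is therefore not a count of regions that disagree.

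The shared regions were assigned to 757 genes, of which 681 are protein coding, and 15 regions had no gene within 5000 bp. Protein coding genes received 1672 regions (91.1%) and long noncoding RNA genes 113 (6.15%). These shares follow the rule of largest overlap, under which a short gene inside a longer host gene seldom receives a region. Genes annotated as snoRNA received 2 regions, although 209 regions overlapped one. Without peaks at small RNA genes, an alternative chosen after the data were seen, 626 genes had a shared region. A total of 419 genes had a single shared region. In 496 regions (27.0%) at least 2 annotated genes overlapped the region, and without strand the gene named for such a region is uncertain. When every overlapping gene was counted, an alternative chosen after the data were seen, 1220 genes had a shared region, and at a p-value of at most 0.01 the number was 196. The gene with the most shared regions was PTPRN2 with 87 on chromosome 7 between 157823363 and 158586962 (GRCh38), followed by GSE1 with 85 on chromosome 16 between 85437581 and 85672980, RIMBP2 with 26, MEG8 with 24 and CMIP with 16. ZFPM1 also had 16 shared regions. PTPRN2 and GSE1 together held 9.37% of the shared regions. In MEG8 the median ratio of IP to input was 0.640 in replicate 1 and 4.45 in replicate 2, and in PTPRN2 it was 1.34 and 2.17.

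The 5 shared regions with the smallest p-values in both lists each overlapped the gene of a small nucleolar RNA (snoRNA) besides the gene to which they were assigned. They were at SNORD60 and SNHG19 (chromosome 16, 2155001 to 2155200), SNORD12C and ZFAS1 (chromosome 20, 49278789 to 49279188), SNORD100 and RPS12 (chromosome 6, 132816769 to 132816968), SNORD58B and RPL17 (chromosome 18, 49491589 to 49491788) and SNORD88A and C19orf48P (chromosome 19, 50799389 to 50799588). At SNORD60 the IP held 1165 reads against 1211 input reads in replicate 1 and 3130 against 382 in replicate 2. Over the 5 regions the ratio of IP to input lay between 0.566 and 0.962 in replicate 1 and between 4.96 and 8.30 in replicate 2. In 49 shared regions the p-values of both lists were below 1e-11, so the order among the first 5 carries little weight. Small RNA genes overlapped 260 shared regions (14.2%), a class examined after these regions were seen. Within gene bodies 241 regions overlapped such a gene, whereas random placement in the same bodies gave a median of 44 (range 26 to 61 over 1000 shuffles, one-sided permutation p = 0.001, the smallest possible). Here too the random placement was not limited to bins with reads. The median ratio of the 260 regions was 0.764 in replicate 1 and 3.07 in replicate 2, and that of the other 1576 regions was 1.00 and 1.73.

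**Figure D2:**
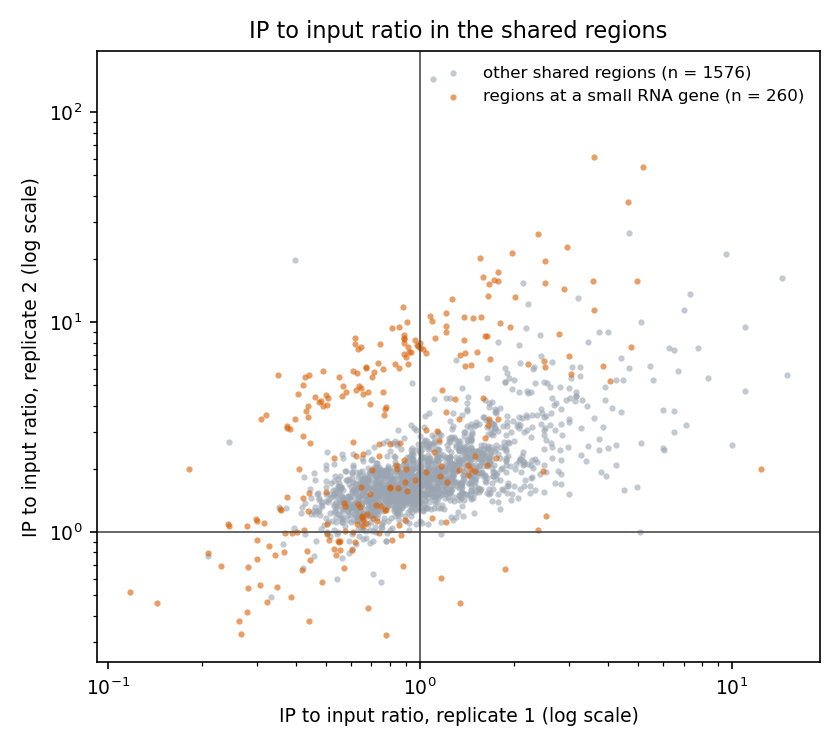
Ratio of IP to input reads in replicate 2 against replicate 1 for the 1836 shared regions, both on log scales without scaling for library size, with the 260 regions at a small RNA gene in orange and the 1576 others in grey. Lines mark a ratio of 1, and many orange points lie above the other regions, with a median of 3.07 in replicate 2 against 1.73.

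The study named PDX1 and PCNT among bound transcripts and also displayed MNX1 and FOXA2, and each of these had at least 1 shared region. PDX1 received 4 shared regions, which covered 9200 bp on chromosome 13 between 27919995 and 27929794. The first began at the border of the PDX1 gene span and ran to 27925394, and the last 2 lay 281 bp and 1681 bp outside that span. In the first region the IP held a mean of 39.1 reads per bin against 43.3 input reads in replicate 1 (listed p-value 0.00206) and 92.5 against 61.6 in replicate 2 (listed p-value 0.00566). PCNT had 11, all overlapping the gene on chromosome 21 between 46326390 and 46445589, with a median ratio of 1.25 in replicate 1 and 2.04 in replicate 2. MNX1 had 2 on chromosome 7 between 157004963 and 157006962, and 1 of them overlapped 2 annotated genes. FOXA2 had 1, on chromosome 20 from 22581196 to 22581995, where the p-value was 0.0180 in replicate 1 and 0.0495 in replicate 2. At a p-value of at most 0.01 in both lists, 3 of these 18 regions remained, in 2 of the 4 genes, PDX1 and PCNT. Exon positions were not used here, so none of the regions is placed in an exon, an intron or an untranslated region.

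**Figure D3:**
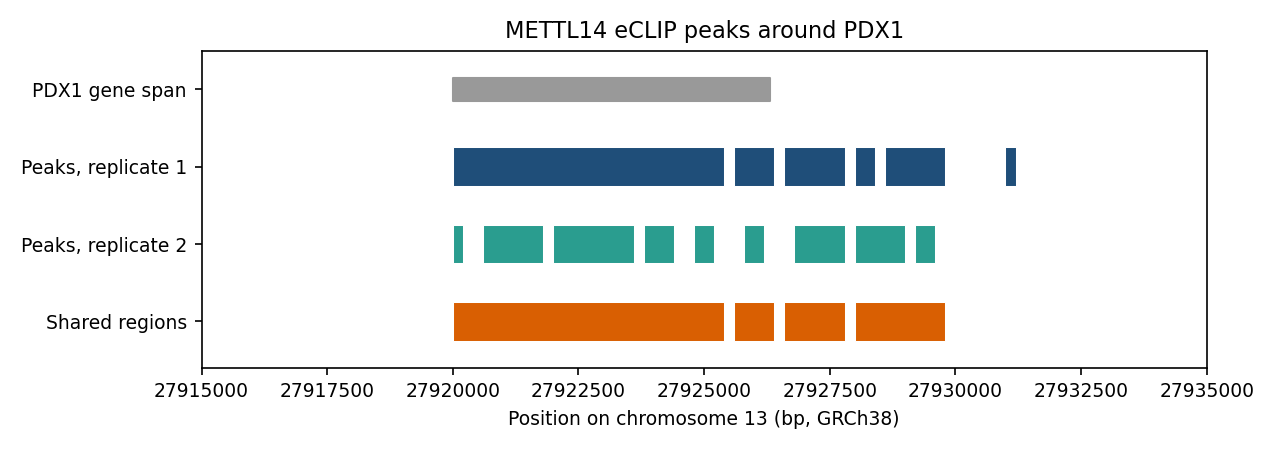
Peaks of replicate 1, peaks of replicate 2 and the shared regions around PDX1, drawn to scale by position on chromosome 13 (bp, GRCh38), with the gene span in grey. The 4 shared regions cover most of the gene span and continue to position 27929794, past its right border.

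Among the 9 transcription factors of pancreas development, 6 had a peak in either list and 4 of these had a shared region, PDX1, MNX1 and FOXA2 among them, against 677 of 2177 other protein coding genes (31.1%). The odds ratio was 4.43 and did not pass the threshold (Fisher's exact test, two-sided, p = 0.0801, adjusted p = 0.0801 over 3 lists), and because the study displayed members of the list from the same libraries the list is not independent of them. HNF4A had a single peak, in replicate 2, with 24 IP reads against 12 input reads. GATA4 had a single peak, in replicate 2, with 12 IP reads against 1 input read. FOXA1 and GATA6 had no listed peak. Of the 40 β-cell genes, 30 had a peak and 21 of these (70.0%) had a shared region, against 30.7% of the other genes (odds ratio 5.28, Fisher's exact test, two-sided, p = 1.24e-05, adjusted p = 3.73e-05). At a p-value of at most 0.01 this odds ratio was 1.47 (Fisher's exact test, p = 0.522), which is not past the threshold. INS was not among the 21, because the peak that covered it in both lists, on chromosome 11 from 2153601 to 2161400, was assigned to the overlapping readthrough gene INS-IGF2. Of the 30 housekeeping genes, 24 had a peak and 12 of these (50.0%) had a shared region, against 31.0% of the other genes (odds ratio 2.23, Fisher's exact test, two-sided, p = 0.0731, adjusted p = 0.0801). Without the peaks at small RNA genes, an alternative chosen after the data were seen, the odds ratio of the housekeeping list was 0.866 (Fisher's exact test, p = 1).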

Values the study reported

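The study reported 1969 sites bound by METTL14 in EndoC-βH1 cells, which it placed in 915 transcripts.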

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

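Alternatives chosen after the data were seen were the higher minimum IP count in both lists, the limit on the ratio of IP to input, touching peaks, every overlapping gene, single-bin peaks, removal of peaks at small RNA genes, and leaving out a replicate for counts of genes and of regions at small RNA genes. The others were fixed before the data were examined. No paired analysis was possible because each list already compares an IP with the input of its own replicate number, and no test between the groups was made.

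A p-value of at most 0.01 changed more results than any other planned setting. It left 4821 and 847 peaks in replicates 1 and 2, 374 shared regions and 196 genes, with 44.9% of the regions at small RNA genes in place of 14.2%. Fewer peaks pass a stricter threshold by construction, and the cause of the changes in the β-cell list was not tested. Under it the odds ratio of the β-cell list was 1.47 (Fisher's exact test here and below, p = 0.522) and that of the housekeeping list 6.66 (p = 0.000288). With peaks at small RNA genes also removed, the β-cell odds ratio at this threshold was 2.80 (exact p = 0.0741). Without peaks at small RNA genes at the original threshold, the direction of the housekeeping list reversed (odds ratio 0.866, exact p = 1). There the odds ratio was 6.26 for the β-cell list (exact p = 1.55e-06) and 5.23 for the transcription factors (exact p = 0.0539, not past the threshold).

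With the higher minimum of 24 IP reads per bin in both lists, 1739 peaks of replicate 1, 729 shared regions and 390 genes remained. Peaks with a ratio of IP to input at or above the median of their list gave 655 shared regions and 309 genes. There the odds ratio was 1.86 for the β-cell list (exact p = 0.245) and 7.01 for the housekeeping list (p = 0.00137). Against all annotated protein coding genes, the odds ratio of each list rose, since this background includes genes with no listed peak. It was 22.9 for the transcription factors (exact p = 0.000145), 32.4 for the β-cell list (exact p = 7.51e-21) and 19.3 for the housekeeping genes (exact p = 1.06e-10). Counting every overlapping gene gave 1220 genes. Leaving out a replicate gave from 1356 to 2076 genes across the 2 single lists, and from 4.27% to 6.96% of peaks at small RNA genes, since a single list needs no recurrence. The median ratio of replicate 2 was 1.85 over single-bin peaks against 1.92 over all.

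The other settings left the total numbers of shared regions and genes, where computed, within 1.5 times the reported ones, but not the number of regions at each named gene. With an overlap of at least 50% of both peaks, PDX1 had 2 shared regions, MNX1 had 1 and FOXA2 had 0. With lists of equal length, MNX1 had 1 and FOXA2 had 0, and with a gap of up to 200 bp FOXA2 had 2. Shared regions ranged from 1301 with lists of equal length to 2072 when touching peaks were counted, and genes from 602 to 856. Adjusting the listed p-values within each list removed no peak, so that setting tests nothing. The overlap exceeded its shuffled median under both shufflings, 3.48 times within gene bodies and 139 times over whole chromosomes. Neither shuffling was limited to bins with reads. The correlation of peak strength stayed positive under both of its alternatives, between 0.465 and 0.773. Of PDX1, PCNT, MNX1 and FOXA2, all 4 still had a shared region when touching peaks were counted, 3 with an overlap of at least 50% of both peaks, 3 with lists of equal length, 3 with the limit on the ratio, and 2 with the higher minimum IP count.

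The alternatives that need both strands, exons, transcript ends or genome sequence were not run. The unknown library totals limit every ratio of IP to input to comparisons within a replicate.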

Other observations

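The tests of the caller slope, of tied p-values, of gene density, of small RNAs and snoRNAs, of the housekeeping list, and of matching on abundance and length together were chosen after the results were seen. No IP with another antibody and no cells without METTL14 were analysed here, so no biological explanation was tested for any pattern below.

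C/D box snoRNA genes stood apart between the replicates. In 75 single-bin shared regions at C/D box snoRNA genes, the median ratio of IP to input was 0.629 in replicate 1 and 4.84 in replicate 2, while in 385 single-bin regions without a small RNA gene it was 0.944 and 1.65. Most of this gap came from the input. At the C/D box regions the input of replicate 2 was lower than that of replicate 1 in 69 of 75 regions, and the median log2 ratio of the inputs was -1.87, against 0 in regions without a small RNA gene. The difference of -1.87 had a two-sided permutation p of 0.0001, the smallest the draws can give. The IP differed by 0.31 on the same scale (permutation p = 0.0001). In 9 regions at H/ACA box snoRNA genes, whose spans were 122 to 149 bp, the median log2 ratio of the inputs was 0.23. The median ratio of IP to input there was 0.349 in replicate 1 and 0.581 in replicate 2, below that of regions without a small RNA gene in both. These ratios were not compared at like input, and in single-bin peaks the ratio fell as the input rose (rho = -0.921 and -0.832). A candidate explanation of the difference in input is the length of the RNA. Within the C/D box class, whose spans had a median of 78 bp, the log2 ratio of the inputs rose with the length of the gene (rho = 0.488, r = 0.539, permutation p = 1e-05 for each, adjusted p = 1e-05 over 2 relations, the smallest possible, and r = 0.610 without the 2 lengths farthest from the median). These regions are not independent replicates. A difference between the 2 input libraries in how short fragments were kept would be consistent with this and was not tested directly, since fragment lengths were not analysed here. The values do not show which of the 2 inputs is the unusual one.

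The strongest shared regions lay at small RNA genes. Of the 50 shared regions with the smallest p-values in both lists, 47 overlapped one, as did 46 of the 49 with both p-values below 1e-11. Within 10 strata of input, the ratio was higher in single-bin regions at small RNA genes in both replicates. The median input of these regions was 438 reads in replicate 1 and 124 in replicate 2, against 20 and 19 in the others. Input was thus matched only roughly, and abundance as the whole explanation is not excluded. The smaller difference, 0.063 on the log2 scale, was in replicate 1 (stratified permutation p = 0.00960) and the larger, 0.56, in replicate 2 (p = 0.0001). The first is small, and the second shares the difference in input described above. Whether abundance, METTL14 or the pull-down in general accounts for these regions stays open.

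The housekeeping list gained at a p-value of at most 0.01 (odds ratio 6.66), and small RNA genes inside host genes may account for it: without peaks at small RNA genes the odds ratio at the same threshold was 1.02 (Fisher's exact test, p = 1).

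The caller lists abundant RNAs at low ratios. Along the edge of each list, at p-values above 0.04, the IP count needed rose with the input with a log-log slope of 0.529 in replicate 1 (95% bootstrap interval 0.520 to 0.534) and 0.733 in replicate 2 (0.728 to 0.737). The higher of the upper limits, 0.737, is below 1, consistent with a regression in which the IP rises less than in proportion to the input. In replicate 1 the smallest listed IP count on this edge was 15 reads at an input of 30, 19 at 50 and 28 at 100. At inputs of 3, 10 and 20 reads it was also 15, with p-values of at most 0.0169. Those bins were held at the minimum IP count and lie off the edge. The peak with the highest IP count outside the mitochondrial genome in replicate 1, chosen after its value was seen, covered RNU4-2 on chromosome 12 from 120291572 to 120291971 and held 3716 IP reads per bin against 59308 input reads, with a p-value of 4.36e-09. High counts did not always go with low ratios. The corresponding peaks with the highest IP counts in replicate 2 were in SOX2-OT, with 11833.5 IP reads per bin against 81.8 input reads (ratio 145), at RPL13A and SNORD32A (ratio 7.75) and at RMRP (ratio 0.328). All 3 are joined peaks, whose ratios are too high where their bins differ.

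The listed p-values also jump at a fixed IP count. In replicate 1, bins with 2 input reads had a p-value of 0.0250 at 14 IP reads and of 5.66e-06 at 15. In replicate 2, bins with 3 input reads had a p-value of 0.0184 at 23 IP reads and of 5.80e-05 at 24. Different pairs of input and IP counts carried exactly the same p-value on both sides of the jump, in at least 4 pairs per side and list, which is consistent with an adjustment for multiple testing made separately in 2 classes of bins. In that case the listed values would be adjusted ones, and the methods of the study do not say so.

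Replicate 1 had the longer list and the lower minimum IP count. With the minimum of replicate 2 applied to both lists, replicate 1 fell to 1739 peaks and replicate 2 to 3603, so the order of the lists reversed. With that minimum divided by 1.86, the median ratio of the IP counts of replicate 2 to replicate 1 in bins listed in both, it was 12.9 reads, and 8035 replicate 1 peaks remained. The scaled value lies below the minimum of 15 that replicate 1 already had, so it removes few peaks whatever the cause. A single unscaled minimum is stricter in the library with fewer IP reads, and the library totals are unknown, so an effect of the minimum cannot be told apart from one of depth.

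Peaks were spread differently over the genome in the 2 lists. Replicate 2 had 612 peaks on chromosome 16 against 788 in replicate 1, but 55 on the X chromosome against 223. MEIS2 had 103 peaks in replicate 1 and 11 in replicate 2, while RXRA had 9 and 40, both genes chosen after their values were seen. Over 183 windows of 10 Mb, the log2 ratio of replicate 2 to replicate 1 peaks rose with the number of protein coding genes (rho = 0.317, permutation p = 2e-05; r = 0.285, p = 0.00014; r = 0.259 without the 2 windows farthest from the median), also within chromosomes (rho = 0.274, p = 0.0002). Over the 23 chromosomes the relation did not pass the threshold (rho = 0.408, p = 0.0534; r = 0.406, p = 0.0505; r = 0.319 without chromosomes 17 and 19), with an adjusted p of 0.0534 over the 3 rank correlations, against 6e-05 for the windows and 0.0003 within chromosomes, and with so few chromosomes it cannot be told apart from chance. Gene density, or a property that goes with it such as GC content, may thus contribute to the difference between the replicates. GC content was not analysed here.

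Whether RNA abundance accounts for all of the recurrence stays open. The median input was 19 reads in recurring and 21 in other single-bin peaks of replicate 1. Such low counts measure abundance only roughly, so a comparison at like input cannot exclude it. Among 5260 single-bin replicate 1 peaks on the chromosomes, the 735 that recurred had a higher mean log2 ratio of IP to input at like input, by 0.19 (two-sided stratified permutation p = 0.0001, the smallest possible). The correlation of the ratios across shared regions (rho = 0.570) also exceeded all 1000 permutations among regions of like input, whose median rho was 0.444 and whose highest was 0.488. Most of the correlation is therefore already present when only the input is shared. The remainder is uncertain, because the shared regions include joined peaks, whose ratios are too high where their bins differ.

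The excess of β-cell genes among genes with a shared region held against background genes matched on abundance, taken as the highest input count of their peaks. Of the 30 list genes with a peak, 21 had a shared region, against a median of 15 in matched draws (one-sided permutation p = 0.0191). Matched on gene length, the median was 9 (permutation p = 0.0001, the smallest possible), and matched on both together it was 15 (p = 0.00900). The loss of this excess at a p-value of at most 0.01 (odds ratio 1.47) and among peaks of higher ratio (odds ratio 1.86) leaves open whether it reflects binding. The limit on the ratio cannot decide this, because it mostly removes peaks of high input. The rho of ratio with input was -0.864 in replicate 1 and -0.774 in replicate 2. For the 6 transcription factors with a peak, 4 had a shared region against a median of 2 in draws matched on abundance (one-sided permutation p = 0.0441), while Fisher's exact test did not pass the threshold (p = 0.0801). PDX1, MNX1 and FOXA2 are among the genes the study named or displayed for this assay, and it also reported insulin secretion as an enriched term in these libraries, so neither list is independent evidence.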
